# cGAS-STING pathway mediation in osteoclast function and bone fracture healing

**DOI:** 10.3389/fimmu.2026.1789655

**Published:** 2026-05-21

**Authors:** Miaomiao Zheng, Li Zhao, Shensheng Nian, Qiang Wei, Panyu Zhou, Hao Tang

**Keywords:** cGAS, fracture, healing, osteoclast, STING

## Abstract

**Objective:**

The cGAS-STING pathway serves as a key mediator of inflammation. The aim of this study is to explore the biological role and molecular mechanisms of the cGAS-STING pathway in the fracture healing process, with a particular focus on its function during the early inflammatory phase.

**Methods:**

A murine femoral fracture model was utilized to investigate the activation of the cGAS-STING pathway during the early and late stages of bone healing. The methodologies encompassed transcriptome sequencing and immunohistochemistry. Pathway modulation was accomplished through the application of the STING inhibitor H-151 and the activator SR-717, with the effects being assessed via *in vivo* experiments (transcriptome sequencing, microCT, safranin O-fast green staining, and TRAP staining) and *in vitro* assays (TRAP staining, F-actin ring formation, bone resorption tests, qPCR, and Western blot analysis).

**Results:**

Transcriptome analysis revealed a higher expression of STING on day 7 compared to day 21. Immunohistochemistry results also demonstrated significant activation of the cGAS-STING pathway within the fracture callus, particularly during the initial stages of healing. Transcriptome sequencing indicated that the activation of the cGAS-STING pathway by SR-717, in contrast to H-151, predominantly impacted osteoclasts while activating the NF-κB pathway. Results from microCT, safranin O-fast green, and TRAP staining suggested that the activation of the cGAS-STING pathway contributed to facilitating fracture healing and osteoclastogenesis. *In vitro* experiments further confirmed that SR-717 enhanced osteoclast formation and activity, while H-151 had an inhibitory effect. The underlying molecular mechanisms further demonstrated that the activation of the cGAS-STING pathway enhanced the transmission of the RANKL-induced NF-κB signaling pathway.

**Conclusion:**

The cGAS-STING pathway played a significant role in the early stages of healing in murine femoral fractures, accelerating the process of fracture repair. This pathway primarily influenced osteoclast differentiation and was associated with the key pathway of osteoclast formation, NF-κB.

## 1 Introduction

Fractures are a common type of traumatic injury that not only impact individual health but also have a significant effect on global public health (1). The healing process of fractures generally involves three stages: inflammation, repair, and remodeling (2), with the inflammatory phase being particularly crucial as it marks the initiation of the body’s immune response and the beginning of fracture repair (3). Osteoclasts play a vital role in this stage, as they are responsible for removing damaged bone tissue and breaking down the bone matrix, thus providing space for new bone formation (4). While the importance of osteoclasts during the inflammatory phase of bone healing is well-recognized, their specific regulatory mechanisms require further investigation and exploration.

In recent years, the cGAS-STING pathway has garnered widespread attention as a significant mediator of inflammation (5). cGAS, a cytoplasmic DNA sensor, forms an active dimer in the presence of cytosolic DNA, catalyzing the synthesis of the second messenger molecule cGAMP from ATP and GTP. cGAMP is considered the natural ligand for the STING protein, activating STING and facilitating its transition from the endoplasmic reticulum to its active form (6, 7). STING, a transmembrane protein located in the endoplasmic reticulum, oligomerizes into tetramers in the ER-Golgi intermediate compartment and the Golgi apparatus upon activation (8). Through the action of adaptor proteins, STING recruits and activates TBK1 (TANK-binding kinase 1), leading to the phosphorylation of IRF3 (Interferon Regulatory Factor 3). Phosphorylated IRF3 then enters the nucleus, activating the transcription of interferon genes. Simultaneously, the STING signaling pathway can also activate the transcription factor NF-κB, inducing the participation of various inflammatory mediators in the inflammatory response (9, 10).

Following a fracture, tissue damage and vascular rupture trigger an inflammatory response, leading to the infiltration of inflammatory cells and the release of inflammatory mediators (11). The activation and regulation of these cells and mediators facilitate the involvement of other cell types in the repair process, such as osteoclasts, osteoblasts, and endothelial cells (12, 13). Osteoclasts, in particular, release acidic substances and enzymes to degrade bone, clearing damaged bone tissue and making space for new bone formation (14). Active osteoclasts also release a variety of growth factors and cytokines, such as RANKL, which regulate the migration and proliferation of osteoblasts (15). These processes are largely regulated by the Nuclear Factor κB (NF-κB) signaling pathway. Activation of the NF-κB pathway in osteoclasts can regulate the expression of a series of genes related to osteoclast function, including those related to osteoclastogenesis, function, and survival (16). Therefore, there is a close relationship between the cGAS-STING pathway and osteoclasts. The activation of the cGAS-STING pathway may promote the activation of NF-κB, playing a crucial role in the formation and activation of osteoclasts, and thus participating in regulating the fracture healing process.

Although the cGAS-STING pathway is known to regulate osteoclastogenesis in inflammatory bone diseases, its temporal activation and functional significance during the early inflammatory phase of fracture healing remain unexplored. In this study, we investigate the spatiotemporal dynamics of cGAS-STING activation in a murine femoral fracture model and demonstrate its pro-healing role via promoting osteoclast differentiation through NF-κB signaling, thereby providing new insights into the stage-specific regulation of fracture repair.

## 2 Materials and methods

### 2.1 Animals

Wild-type (WT) C57BL/6J mice (6–8 weeks old) from the Naval Medical University Animal Laboratory were housed in a specific pathogen-free (SPF) animal facility with a controlled humidity of 50 ± 5%, temperature of 23 ± 1 °C, and a 12-hour light/dark cycle (lights on at 6:00 AM). Adequate food and water were provided. All animal experiments were ethically approved by the Shanghai Changhai Hospital (the First Affiliated Hospital of Naval University of the Chinese Navy) Animal Ethics Committee and were conducted in accordance with the committee’s guidelines.

### 2.2 Mouse fracture experiments and drug administration

Male C57BL/6J mice (6–8 weeks old) were anesthetized with pentobarbital, the midshaft of the left femur was exposed and cut with a steel rod, and a needle was inserted into the marrow cavity for fixation, followed by suturing the incision with 4–0 silk thread. After preparing the fracture model, mice were randomly divided into three groups. Drug interventions began the day following surgery; for the inhibitor group, 200μl of STING inhibitor H-151 solution (750nmol) (Selleck, USA) was administered daily via intraperitoneal injection. For the activator group, 200μl of STING activator SR-717 solution (30mg/kg) (MCE, USA) was administered daily via intraperitoneal injection. A control group received an equivalent volume of PBS buffer as a control, with injections continuing for one week.

### 2.3 Micro-CT

Two and four weeks post-surgery, mouse femurs were fixed in 4% paraformaldehyde for 24 hours. The specimens were then positioned on a Micro-CT platform for scanning, with parameters such as bone volume (BV), bone volume fraction (BV/TV), and bone mineral density (BMD) evaluated and analyzed.

### 2.4 Histological analysis

Firstly, femur specimens were fixed with 4% paraformaldehyde, followed by decalcification with 15% EDTA. The treated specimens were then dehydrated and embedded in paraffin, and the paraffin blocks were sectioned into 5-10μm thick slices. These slices were then deparaffinized with ethanol of appropriate concentrations and stained for STING immunohistochemistry, safranin O-fast green staining, and TRAP staining for tissue analysis.

### 2.5 RNA-seq analysis

Total RNA was extracted from collected callus tissue for mRNA-seq analysis. Sequencing and analysis of all samples were completed by Gene Denovo Biotechnology Co., Ltd in Guangzhou.

### 2.6 Extraction of mouse bone marrow macrophages

Bone marrow-derived macrophages (BMMs) were obtained from the femurs and tibias of 6-week-old male C57BL/6J mice. These cells were cultured in α-MEM culture medium containing 1% penicillin/streptomycin and 10% fetal bovine serum, supplemented with 20 ng/mL M-CSF, in a 37 °C, 5% CO2 incubator. After four days of culture, when confluence reached about 90%, the adherent cells were considered bone marrow mononuclear macrophages. Cells were then harvested using trypsin digestion for further experimental research.

### 2.7 Cell viability assay

The harvested BMMs were seeded at a density of about 10^4 cells/well in 96-well plates with 25 ng/ml M-CSF for 24 h. After attachment, the medium was replaced with various concentrations of H-151/SR-717 solution (0, 0.25, 0.5, 1, 2, 5, 10, or 20 μM) and incubated for another 24 h. Then, 10 μL of CCK-8 solution was added to each well and incubated in a 37 °C, 5% CO2 humidified environment for 4 hours. Absorbance was measured at 450 nm using a Synergy H1 (BioTek, Winooski, VT, USA).

### 2.8 Osteoclast differentiation and TRAP staining

The harvested BMMs were seeded at a density of about 10^5 cells/well in 48-well plates with 20 ng/ml M-CSF and 50 ng/ml RANKL in α-MEM medium. Additionally, 5μm H-151 solution, 2μm SR-717 solution, and an equivalent volume of DMSO were added as controls, with the medium changed every 2 days. After 5–7 days, once fused cells were observable under a light microscope, cells were fixed with 4% paraformaldehyde for 20 minutes. Staining was then performed according to the TRAP staining kit instructions for 30 minutes, followed by three PBS washes. Finally, cells were observed under a light microscope, and the number and area of TRAP-positive osteoclasts containing at least three nuclei were quantified using ImageJ software.

### 2.9 F-actin ring immunofluorescence

Following the intervention described above, and once fused cells were observable under the light microscope, F-actin ring staining was performed. Cells were first fixed with 4% paraformaldehyde at room temperature for 20 minutes, then permeabilized with 0.15% Triton X-100 for 5 minutes, and washed three times with PBS. Phalloidin staining solution was prepared and added to the cells, which were then incubated in the dark for 30 minutes. Subsequently, DAPI staining solution was applied to cover the cells for nuclear staining for 3 minutes. Observations were made under a fluorescence microscope, and statistical analysis was conducted using ImageJ software.

### 2.10 Bone resorption assay

Sterilized bovine cortical bone slices were placed in 48-well plates, and the harvested BMMs were seeded onto the 48-well plates and bone slices as described above, and cultured for 5–7 days. When osteoclast formation was observed in wells without bone slices, the culture was continued for an additional 48 hours. After this period, cells on the surface of the bovine bone slices were washed off, and the bone slices were collected. Bone resorption pits on the bovine bone slices were observed under a scanning electron microscope, and quantitative analysis was performed using ImageJ software.

### 2.11 Quantitative polymerase chain reaction

BMMs were seeded in 12-well plates at a density of 4×10^5 cells per well and treated as described above for 24 hours. Total RNA was extracted from the BMMs using an RNA extraction kit (R401-01, Vazyme) and reverse-transcribed into cDNA using a reverse transcription kit (11141EZ60, YESEN). Real-time quantitative PCR was then performed using a SYBR Green PCR kit (11202ES03, YESEN) on a QuantStudio 5 (Applied Biosystems) system. GAPDH was used as the reference gene. The cycle threshold (Ct) values for target genes were collected, and relative mRNA expression levels were calculated using the 2^-ΔΔCt method. The primer sequences used were:

### 2.12 WB

The intervention method was consistent with the previously described procedures, followed by the extraction of total cellular proteins for Western blot analysis. Briefly, cells were washed thrice in PBS and lysed in lysis buffer containing protease and phosphatase inhibitors. The protein concentration was determined using a BCA Protein Assay Kit. Samples were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto PVDF membranes. The membranes were blocked with 5% bovine serum albumin at room temperature for 1 hour, followed by three washes with TBST. Incubation with primary antibodies against STING, phosphorylated STING (p-STING), NF-κB p65, phosphorylated NF-κB p65 (p-NF-κB p65), CTSK, cFOS, and ACTIN was performed overnight at 4 °C. The next day, after washing the membranes thrice with TBST, they were incubated with the corresponding secondary antibodies at room temperature for 2 hours. Following three washes with TBST, chemiluminescence was detected using the Bio-Rad imaging system (Bio-Rad, USA) with an enhanced chemiluminescence (ECL, Santa, USA) method, and images were analyzed using Image J software.

### 2.13 Statistical analysis

Image analysis was conducted using Image J software, focusing on selected regions for analysis. Statistical analysis was performed using GraphPad Prism version 9.0. Quantitative data were presented as mean ± standard deviation based on at least three independent experiments. Comparisons between two unpaired groups, assuming normal distribution and homogeneity of variances, were conducted using an unpaired t-test. A p-value of less than 0.05 was considered statistically significant.

## 3 Result

### 3.1 Involvement of the cGAS-STING pathway in fracture healing

To explore whether the cGAS-STING pathway participates in the fracture healing process in mice, we selected 6-8-week-old C57BL/6J mice and established a femoral fracture model. Given that mouse femoral fractures typically require 3–4 weeks to heal, we opted to perform transcriptomic sequencing on calluses on day 7 (early healing stage) and day 21 (later healing stage) post-surgery. Heatmap and KEGG analysis results indicated a significantly higher expression of STING in callus tissue on day 7 post-operation compared to day 21 (**Figures 1A, B**). To further determine whether the cGAS-STING pathway plays a role in the early stage of fracture healing, we evaluated the expression of STING in bone tissue on days 3, 7, and 14 post-surgery. Immunohistochemical staining revealed that STING expression was barely detectable in normal bone tissue, but was markedly upregulated following fracture, particularly at day 3 and day 7, with a gradual decline thereafter (**Figure 1C**). These results suggest that the cGAS-STING pathway is transiently activated during the early inflammatory phase of fracture healing.

**Figure 1:**
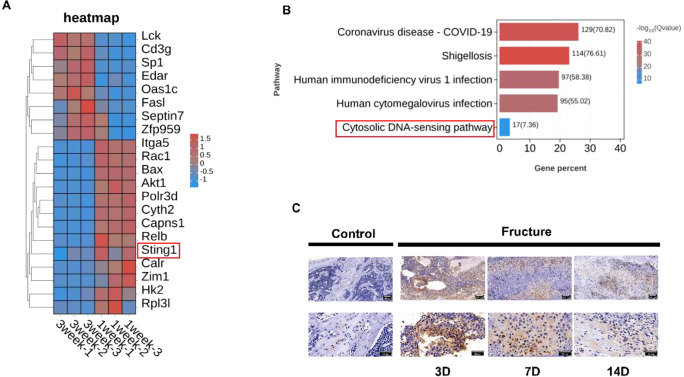
Participation of the cGAS-STING pathway in the fracture healing process. **(A)** Gene sequencing analysis. **(B)** KEGG analysis of genes related to the cGAS-STING pathway. **(C)** Representative images of STING immunohistochemical staining in mouse callus tissue on days 3, 7, and 14 post-surgery compared to the control group, with a scale bar of 100 μm.

### 3.2 Osteoclasts are the primary cells where the cGAS-STING pathway is activated during early fracture healing

To gain deeper insight into the regulatory role of the cGAS-STING pathway during the early stages of fracture healing, transcriptomic analysis was conducted on day 7 post-surgery on samples treated with the STING inhibitor H-151 and the STING agonist SR-717, utilizing the DESeq method to identify differentially expressed genes. 

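Callus RNA from day 7 was represented by 9 libraries, of which 3 came from mice given H-151, 3 from mice given SR-717 and 3 from mice given PBS. H-151 is a small molecule that binds STING covalently and blocks its signaling, and SR-717 is a small molecule that activates STING by taking the place of its natural ligand cGAMP. Male mice with a femoral fracture received 200 μl by intraperitoneal injection every day for a week from the day after surgery, with 750 nmol of H-151 or 30 mg/kg of SR-717. The paper gives the age of the mice as 6 to 8 weeks, and the sample labels give 7 weeks. It gives day 7 for the sequenced H-151 and SR-717 samples, and the same day was assumed for PBS. The extraction protocol in the labels speaks of cell lines, where the paper describes callus tissue. Libraries were poly(A)-selected, strand-specific and read from both ends. The paper's text does not name the aligner, the counting program or the genome build. The authors deposited an expected count, which is an estimate that need not be whole, and a TPM value (expression scaled for gene length and library total) for 22054 genes in each library. Of the expected counts, 8.91% were not whole, and all were rounded to whole numbers before testing. The expected counts of a library summed to between 18545304 and 19758538 in the H-151 group (median 19130791), between 17157465 and 21573834 in the SR-717 group (median 20743016) and between 16987398 and 23272480 in the PBS group (median 18271589). Between 16.1% and 20.8% of a library's counts fell on its 20 highest genes. Across the 36 pairs of libraries, the smallest chi-square per gene was 29.0, so no 2 libraries were copies that differ by sampling noise alone. Each was counted as a separate sample on the basis of its label, since this value does not show whether 2 libraries come from different mice.
Counts were normalized by edgeR's TMM method, genes with low counts were removed by its filterByExpr function, and 2 groups at a time were compared by its quasi-likelihood test. Adjusted p-values follow Benjamini and Hochberg, and CPM stands for counts scaled to a common library total after the TMM normalization. The sample labels number the libraries 1 to 3 in each group without saying whether equal numbers mark a shared batch. Deviations of same-numbered libraries from their group means correlated across genes with a mean r of 0.32 over the 3 groups, and 2 of the 36 ways to pair the numbers gave a mean as high. For this reason, results with the replicate number as a block are given beside those without it. The first principal component of log2 CPM held 46.6% of the variance, with SR-717 replicate 1 at 100.6 and the next library, PBS replicate 1, at 38.8. The remaining 7 libraries lay between -28.8 and -4.03 on it. With 3 libraries against 3, the smallest p of a two-sided exact permutation test of a single value is 0.1.

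**Figure D1:**
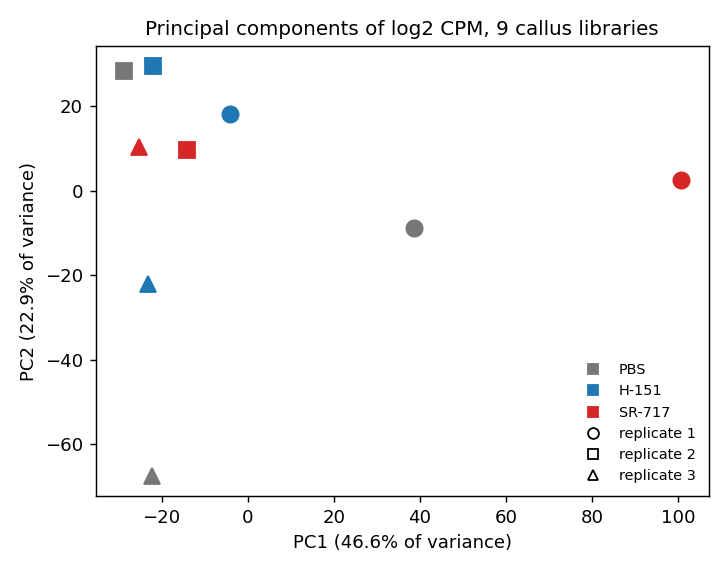
Principal components of the 9 day 7 callus libraries, computed from log2 CPM of 14294 genes, with the first component (46.6% of the variance) on the horizontal axis and the second (22.9%) on the vertical axis. Colors mark the PBS, H-151 and SR-717 groups and symbols mark replicates 1, 2 and 3; SR-717 replicate 1 lies at 100.6 on the horizontal axis, apart from the 8 other libraries.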

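Of the 14151 genes tested between the SR-717 and H-151 groups, 146 (1.03%) had an unadjusted p under 0.05, where 5% of the tested genes would be 708. With an added requirement of a 1.5-fold change, 52 genes were higher and 55 were lower in the SR-717 group. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.996. With the replicate number as a block, 88 genes were higher and 55 lower, of which 27 and 27 were shared with the fit without the block. Same-numbered libraries of these 2 groups deviated together with a mean r of 0.16, and 2 of the 6 ways to pair them gave a value as high. DESeq2's Wald test on the same genes gave 147 higher and 62 lower genes, with 1 gene at an adjusted p under 0.05. The number of higher genes moved most without SR-717 replicate 3, to 544 with 117 lower, and the number of lower genes without SR-717 replicate 2, to 170 with 214 higher.
Among genes past both thresholds whose groups did not overlap, the largest increases were those of Nos2, Ugt1a1 and Xlr. Positions are those of the GENCODE annotation of GRCm38. Nos2 (ENSMUSG00000020826), the inducible nitric oxide synthase gene on chromosome 11 from 78920787 to 78960254, had 115 ± 185 CPM (SD, n = 3) in the SR-717 group and 6.23 ± 0.887 CPM (SD, n = 3) in the H-151 group. Its log2 fold change was 4.19 (standard error 1.56, adjusted p = 0.996, edgeR). Its 3 SR-717 libraries had 328, 7.89 and 8.93 CPM, and without replicate 1 the log2 fold change was 0.42. Ugt1a1 rose by 3.85 on the log2 scale (standard error 1.08, adjusted p = 0.996, edgeR) from a mean of 0.0981 CPM, and the exons it shares with other Ugt1a genes make its count uncertain. Xlr rose by 3.56 (standard error 1.41, adjusted p = 0.996, edgeR), with 27.9 CPM in SR-717 replicate 1 against 1.03 and 1.05 in the other SR-717 libraries, and it belongs to a family of similar copies on chromosome X, which makes its count uncertain. The largest decreases were those of Ddn (log2 fold change -2.46, standard error 0.56), Necab3 (-2.46, standard error 0.43) and Mapk10 (-2.20, standard error 0.49), each with an adjusted p of 0.996 in edgeR's test and a mean of at most 1.06 CPM in either group.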

Comparing both groups, a total of differentially expressed genes were identified, with 228 genes showing increased expression and 120 genes showing decreased expression (all significant at P < 0.05, with an absolute fold change of ≥1.5) (**Figure 2A**). 

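KEGG pathway membership came from the annotation of 9177 genes in the deposited table. Of the 52 genes that were higher in the SR-717 group, 28 had a KEGG pathway, and they were set against the 6130 tested genes with one by a one-sided Fisher's exact test over 347 pathways. The lowest adjusted p-values belonged to graft-versus-host disease (7 genes, adjusted p = 3.2e-08), type I diabetes mellitus (7 genes, 3.7e-08), allograft rejection (6 genes, 2.4e-06) and antigen processing and presentation (6 genes, 1.7e-05). The higher genes included H2-K1, H2-Q4, H2-Q6 and H2-Q7, singled out after their values were seen, which are similar in sequence, so their separate counts are uncertain. NF-κB signaling was 22nd in this order, with 4 of its 109 tested members in the list (adjusted p = 0.0220, same exact test). The 4 genes were Ccl19, Cxcl3, Prkcb and Tnf. TNF signaling was 23rd with 4 genes of 112 (adjusted p = 0.0233). Osteoclast differentiation was 35th with 3 genes of 120, namely Il1a, Sirpb1a and Tnf (p = 0.0168, adjusted p = 0.166, exact test). The cytosolic DNA-sensing pathway had none of its 46 tested members in the list.
Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) stood at 80.9, 3.61 and 3.74 CPM in SR-717 replicates 1, 2 and 3, and at 2.81 ± 0.968 CPM (SD, n = 3) in the H-151 group, a log2 fold change of 3.37 (standard error 1.33, adjusted p = 0.996, edgeR). Il1a (chromosome 2 from 129299610 to 129309972) stood at 77.7, 0.657 and 0.526 CPM in the same 3 libraries and at 0.492 ± 0.128 CPM (SD, n = 3) in the H-151 group. Cxcl3 (chromosome 5 from 90786103 to 90789600) stood at 137, 2.96 and 2.80 CPM against 2.65 ± 1.64 (SD, n = 3). For these 3 genes the difference between groups came from SR-717 replicate 1, and the ranges of the groups overlapped. Prkcb was higher in SR-717 replicates 1 and 2 (22.8 and 23.3 CPM) than in replicate 3 (10.3 CPM). The groups did not overlap for Ccl19 (log2 fold change 1.41, standard error 0.50, adjusted p = 0.996, edgeR), at 1.31 to 4.91 CPM in the SR-717 group and 1.04 to 1.11 CPM in the H-151 group. Sirpb1a had a log2 fold change of 1.94 (standard error 0.72), and its similarity to other Sirpb1 genes makes its count uncertain. With the replicate number as a block, the list of higher genes held 1 gene of osteoclast differentiation (Sirpb1a), 3 of NF-κB signaling (Ccl19, Ccl4 and Ticam2) and 2 of the cytosolic DNA-sensing pathway (Ccl4 and Irf7), with adjusted p-values of 1, 0.634 and 0.634 in the exact test, at the mean r of 0.16 between same-numbered libraries. Without SR-717 replicate 1 the list held 0 genes of each of these 3 pathways and 3 genes of each of the 4 leading ones, at adjusted p-values of 0.0930 for the first 3 and 0.152 for antigen processing and presentation (exact test), and without SR-717 replicate 3 it held 17, 27 and 8.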

KEGG pathway enrichment analysis revealed that, compared to other cells, the differentiation pathway of osteoclasts was significantly affected and closely associated with the NF-κB signaling pathway (**Figure 2B**). Further GSEA analysis confirmed that activation of the cGAS-STING pathway promoted the differentiation of osteoclasts and was associated with the activation of the NF-κB signaling pathway (**Figure 2C**).

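For GSEA, genes were ranked by the difference of the group means of CPM over the sum of the group SDs, and each enrichment score was tested by permutation against 10000 random gene sets of the same size. The score was 0.50 for osteoclast differentiation (120 genes, p = 1.7e-04), 0.64 for NF-κB signaling (109 genes, p = 1.7e-04) and 0.55 for cytosolic DNA-sensing (46 genes, p = 1.8e-04) in this permutation of genes, each p being the smallest that the random sets can give. Random gene sets do not allow for genes that change together, so the sets were also tested by limma's camera function on log2 CPM with an inter-gene correlation of 0.01. Members of osteoclast differentiation were higher in the SR-717 group by a mean log2 difference of 0.30, with 90 of 120 genes up (adjusted p = 1.5e-04 over 15 set tests, limma camera). For NF-κB signaling the mean was 0.42 with 93 of 109 genes up (adjusted p = 4.2e-08, limma camera), and for cytosolic DNA-sensing 0.36 with 32 of 46 up (adjusted p = 3.0e-03, limma camera). With the inter-gene correlation estimated from the residuals, the 3 unadjusted camera p-values of 3.4e-05, 2.8e-09 and 1.4e-03 became 0.359, 0.232 and 0.210. With the replicate number as a block they were 1.2e-06, 3.0e-10 and 2.7e-04, where same-numbered libraries of the SR-717 and H-151 groups deviated together with a mean r of 0.16. The enrichment scores with the block, ranked by signed -log10 p, were 0.57, 0.63 and 0.62, against 0.55, 0.67 and 0.62 for this ranking without the block.
The mean log2 CPM of the osteoclast differentiation genes was 5.38 ± 0.61 (SD, n = 3) in the SR-717 group and 5.07 ± 0.11 (SD, n = 3) in the H-151 group (p = 0.7, two-sided exact permutation test; the smallest adjusted p over the 45 tests of set levels was 0.973). SR-717 replicate 1 was at 6.09, and replicates 2 and 3 were at 5.09 and 4.97, within the range of the H-151 libraries (4.98 to 5.19) or just under it. For NF-κB signaling the levels were 4.35 ± 0.76 and 3.91 ± 0.13 (SD, n = 3 each, p = 0.5, same exact test), with SR-717 replicate 1 at 5.22 and the others at 3.98 and 3.84. For cytosolic DNA-sensing they were 4.48 ± 0.62 and 4.10 ± 0.07 (SD, n = 3 each, p = 0.4, same exact test), with SR-717 replicate 1 at 5.20 and the others at 4.18 and 4.07. None of the 3 differences was larger than the spread within the SR-717 group. Between libraries of the same number, the NF-κB level of the SR-717 library exceeded that of the H-151 library by 1.19, 0.04 and 0.07 for replicates 1, 2 and 3. Without SR-717 replicate 1 the enrichment scores were -0.27 for osteoclast differentiation (p = 0.257), -0.21 for NF-κB signaling (p = 0.793) and 0.17 for cytosolic DNA-sensing (p = 0.981) in the permutation against random gene sets.

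**Figure D2:**
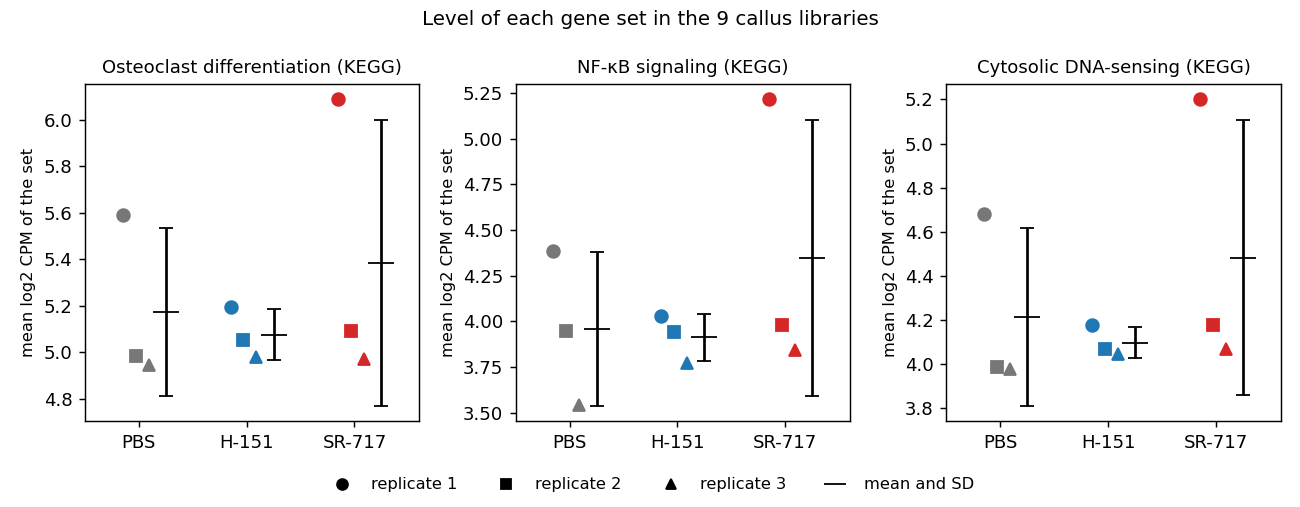
Mean log2 CPM (vertical axis) of the KEGG osteoclast differentiation, NF-κB signaling and cytosolic DNA-sensing genes in each of the 9 libraries, by treatment group (horizontal axis). Symbols mark replicates 1, 2 and 3, and bars give the mean and SD of each group; SR-717 replicate 1 is the highest library in each panel, at 6.09, 5.22 and 5.20, followed by PBS replicate 1 at 5.59, 4.39 and 4.68.

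**Figure D3:**
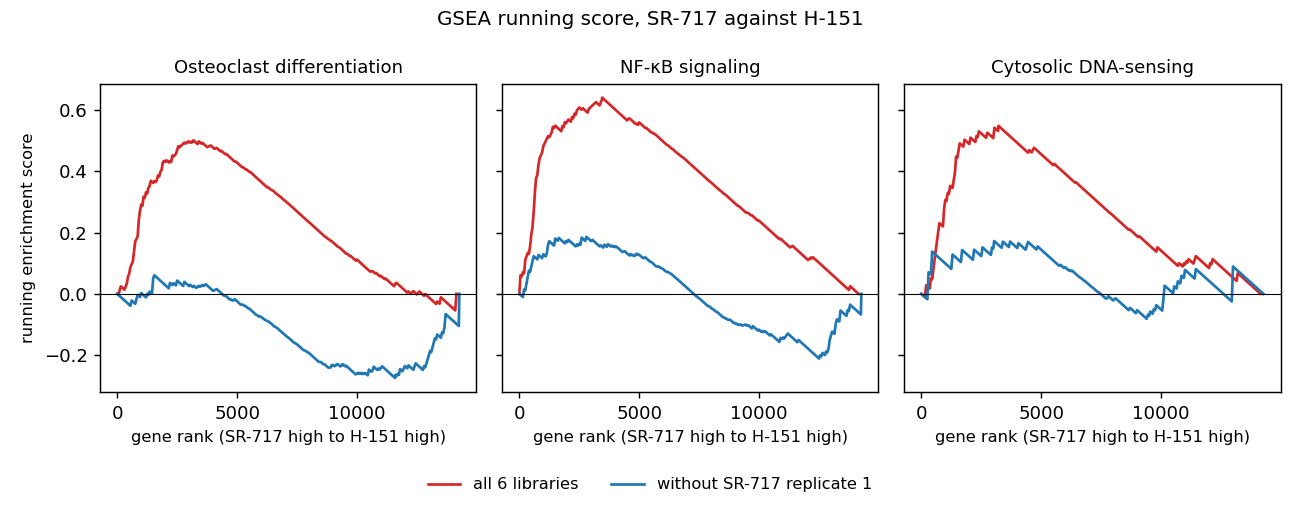
Running GSEA score (vertical axis) along the genes ranked from higher in the SR-717 group to higher in the H-151 group (horizontal axis), for the 3 KEGG gene sets. Red lines use all 6 libraries and reach 0.50, 0.64 and 0.55; blue lines leave out SR-717 replicate 1 and end at extremes of -0.27, -0.21 and 0.17.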

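Single genes of these pathways that the paper names were each at an adjusted p between 0.996 and 0.999 in edgeR's test. Sting1 (ENSMUSG00000024349, chromosome 18 from 35733679 to 35740554) was at 56.8 ± 28.5 CPM (SD, n = 3) in the SR-717 group and 40.0 ± 9.12 CPM (SD, n = 3) in the H-151 group, a log2 fold change of 0.49 (standard error 0.37, edgeR). The fold change of Sting1 ranged from 2.0e-03 to 0.71 on this scale across the fits that each left out a library. Cgas, Tbk1 and Irf3 had log2 fold changes of 0.11, 0.47 and 0.17 with standard errors of 0.36, 0.33 and 0.12. Irf3 was the only one of these 4 genes whose groups did not overlap. The NF-κB subunit genes Rela (chromosome 19 from 5637483 to 5648130) and Nfkb1 changed by 0.35 (standard error 0.25) and 0.37 (standard error 0.33). Among genes expressed in osteoclasts, Ctsk (chromosome 3 from 95499256 to 95509362) was at 3048 ± 935 CPM (SD, n = 3) in the SR-717 group and 2904 ± 1173 CPM (SD, n = 3) in the H-151 group, a log2 fold change of 0.06 (standard error 0.37, edgeR). Dcstamp changed by 0.14 (standard error 0.37), Acp5 by -0.02 (standard error 0.33), Nfatc1 by 0.04 (standard error 0.13) and Fos by 0.49 (standard error 0.47). Tnfsf11, which encodes RANKL, changed by 1.22 (standard error 0.80), with 31.2 CPM in SR-717 replicate 1 against 4.88 and 3.97 in the other SR-717 libraries and 5.45 to 5.82 in the H-151 libraries. The PBS libraries had 24.3, 4.48 and 31.7 CPM of Tnfsf11, so a high value was not peculiar to SR-717 replicate 1. Tnfrsf11a, Csf1 and Akt2 changed by 0.25, 0.34 and -0.08, each by less than 2 standard errors. A list of 17 osteoclast marker genes had a mean log2 difference of 0.03 with 12 of 17 genes up (adjusted p = 0.165, limma camera; unadjusted 0.154, and 0.260 with the replicate number as a block). Without SR-717 replicate 1 the mean difference of these markers was 0.22 with 15 of 17 genes up, and the unadjusted p was 2.7e-04. The groups still overlapped without that library, with H-151 replicate 3 at a level of 6.89 and SR-717 replicates 2 and 3 at 6.73 and 6.74. The mean difference was also 0.22 without H-151 replicate 3, but between -0.09 and -0.04 without any other single library. With the inter-gene correlation estimated from the residuals, the camera p of these markers was 0.647 with all 6 libraries. From the GSEA of the 3 pathways in Fig. 2C, the paper concludes that activating the cGAS-STING pathway promoted osteoclast differentiation and was associated with NF-κB activation. The paper rests this also on TRAP staining of fractured femurs and on macrophage cultures treated with RANKL. In those cultures it measured osteoclast genes by qPCR and Western blot, and the phosphorylation of an NF-κB subunit. RNA of whole callus is another measure, and the values above do not test those experiments.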

**Figure 2:**
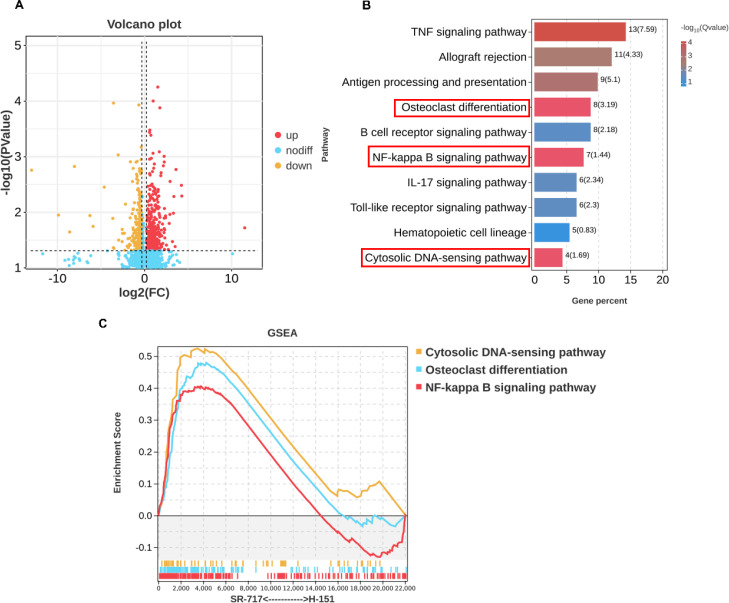
Sequencing confirmed that activation of the cGAS-STING pathway promoted osteoclast differentiation. **(A)** Volcano plot: Representation of differentially expressed genes (DEGs) in the H-151 and SR-717 groups. Downregulated DEGs are shown in yellow, and upregulated DEGs are shown in red. **(B)** KEGG analysis of genes upregulated during the activation of the cGAS-STING pathway. **(C)** GSEA analysis of specific pathways when the cGAS-STING pathway was activated.

### 3.3 Activation of the cGAS-STING pathway promotes fracture healing in mice

Fourteen and twenty-eight days post-fracture modeling, the impact of the cGAS-STING pathway on fracture healing was assessed using Micro-CT. Results indicated that, compared to the control group, the H-151 (STING inhibitor) group showed inferior fracture healing, while the SR-717 (STING agonist) group exhibited superior healing (**Figures 3A, B**). Further quantitative analysis of mouse bone structural parameters substantiated this effect. Relative to the control group, the bone tissue volume (BV), bone volume fraction (BV/TV), and trabecular bone indices such as bone mineral density (BMD) were lower in the H-151 group but higher in the SR-717 group. These findings suggest that the STING inhibitor H-151 delays fracture healing, whereas the STING agonist SR-717 promotes it (**Figures 3C, D**). Immunohistochemical analysis for STING revealed significant decreases in STING protein expression in the H-151 treated group and significant increases in the SR-717 group compared to the PBS control group, indicating successful drug intervention achieved differential regulatory effects on the cGAS-STING pathway during early fracture repair (**Figures 3E, H**). During healing, red cartilage tissue gradually transforms into bone tissue, facilitating fracture healing. Analysis of cartilage area through Safranin O-Fast Green staining showed significant inhibition of chondrocyte formation in the H-151 treated group, while SR-717 treatment promoted chondrocyte formation, consistent with Micro-CT observations (**Figures 3F, I**). Finally, TRAP staining, which presents osteoclast cytoplasm in purplish red against a blue background, showed that the STING inhibitor H-151 significantly suppressed osteoclasts, whereas the STING agonist SR-717 markedly increased them (**Figures 3G, J**). This confirms that activation of the cGAS-STING pathway can promote the generation of osteoclasts and further supports the pathway’s involvement in early fracture healing primarily through osteoclast generation.

**Figure 3:**
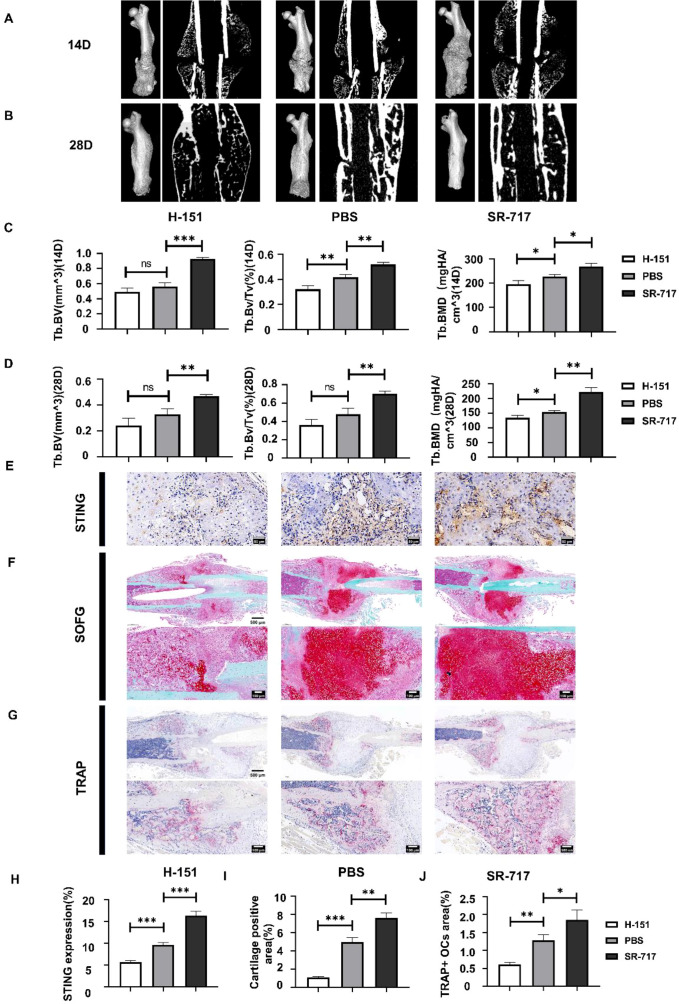
Activation of the cGAS-STING pathway promoted fracture healing in mice. **(A, B)** Micro-CT analysis results of femur samples from three groups of mice two and four weeks post-surgery: H-151, PBS, and SR-717. **(C, D)** Quantitative analysis of bone volume (Tb.BV), bone volume/tissue volume (Tb.BV/TV), and bone mineral density (Tb.BMD). **(E–G)** Representative images of immunohistochemical staining for STING **(E)**, Safranin O-Fast Green staining for cartilage **(F)**, and TRAP staining for osteoclasts **(G)** in femoral specimens from the three treatment groups (H-151, PBS control, SR-717) at 14 days post-fracture. Scale bars: 100 μm. **(H–J)** Quantitative analysis of STING-positive area **(H)**, cartilage area **(I)**, and TRAP-positive osteoclast number per bone surface **(J)**. n = 3 per group. Statistical significance: *P < 0.05, **P < 0.01, ***P < 0.001. ns, non-significant.

### 3.4 *In vitro* experiments show that activation of the cGAS-STING pathway promotes RANKL-induced osteoclastogenesis and activation

The experimental design is illustrated in the figure (**Figure 4A**). Cell viability was initially assessed using the CCK8 assay, choosing a concentration of 5um for H-151 as the STING inhibitor and 2um for SR-717 as the STING agonist (**Figures 4B, C**). Based on this, we explored the effect of the cGAS-STING pathway on RANKL-induced functional OCs formation *in vitro*. Analysis of TRAP-positive osteoclast numbers and areas post-TRAP staining revealed that STING inhibitor H-151 significantly inhibited the formation of multinucleated giant cells, whereas STING agonist SR-717 markedly promoted their formation compared to the control group (**Figures 4C, F, G**). Further experiments investigated the cGAS-STING pathway’s impact on osteoclast activity. It was observed that the F-actin ring area significantly decreased after H-151 intervention, indicating reduced osteoclast activity; conversely, SR-717 intervention significantly increased the F-actin ring area, indicating enhanced osteoclast activity (**Figures 4D, H**). Lastly, the effect of the cGAS-STING pathway on osteoclast bone resorption function was assessed using an *in vitro* bone pit assay. Using bovine bone slices as a standardized and controllable bone environment facilitated the exploration of mature osteoclasts’ bone resorption function. Compared to the control group, H-151 intervention significantly reduced the number and area of bone pits, whereas SR-717 intervention significantly increased them (**Figures 4E, I**).

**Figure 4:**
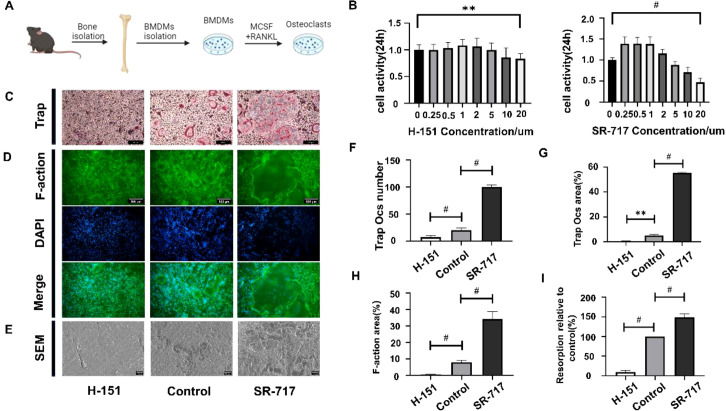
Activation of the cGAS-STING pathway promoted RANKL-induced osteoclast differentiation and resorption. **(A)** The process of inducing osteoclasts from mouse femoral bone marrow cells. **(B)** Evaluation of the cytotoxicity of RANKL-induced osteoclasts by adding different concentrations of H-151 and SR-717. **(C)** Detection of mature osteoclasts using TRAP staining. Scale bar 500 μm. **(D)** Fluorescent staining with DAPI (nuclei) and phalloidin labeled with fluorescein isothiocyanate (F-actin). Scale bar 500 μm. **(E)** Scanning electron microscope image capturing osteoclasts in bone resorption pits on bovine bone slices. Scale bar 30 μm. **(F, G)** Quantitative analysis of the number of TRAP-positive multinucleated cells and the percentage of osteoclast area. **(H)** Quantitative analysis of the percentage of the area occupied by F-actin rings. **(I)** Quantitative analysis of the percentage of bone resorption pit area. (n = 3 per group, statistical significance denoted by **P < 0.01, #P < 0.0001).

### 3.5 Activation of the cGAS-STING pathway promotes RANKL-induced osteoclast differentiation and the NF-κB signaling pathway

To further investigate the molecular mechanisms and signaling pathways underlying the regulatory effects of intervening in the cGAS-STING pathway on osteoclast differentiation, we examined the expression levels of osteoclast-specific messenger RNAs (cFos, DC-STAMP). Compared to the control group, these specific messenger RNAs exhibited varying degrees of decrease under H-151 intervention and varying degrees of increase under SR-717 intervention (**Figures 5A, B**). Additionally, the expression levels of osteoclast characteristic proteins (CTSK and c-Fos) were assessed using Western Blot, confirming a reduction in CTSK and c-Fos protein expression following H-151 intervention and an increase following SR-717 intervention, aligning perfectly with qRT-PCR results (**Figure 5C**).

**Figure 5:**
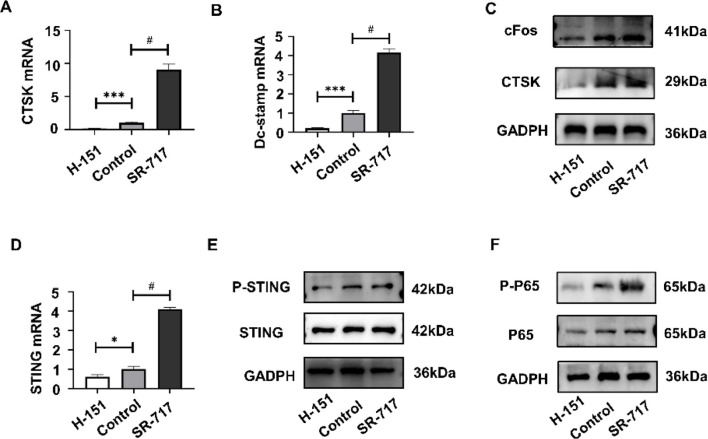
Activation of the cGAS-STING pathway promotes RANKL-induced osteoclast differentiation and the NF-κB signaling pathway. **(A, B)** Real-time quantitative PCR was used to detect the mRNA expression levels of Cathepsin K (Ctsk) and Dendritic Cell-Specific Transmembrane Protein (Dc-stamp). **(C)** Western blotting quantified the protein expression levels of CTSK and cFos. **(D, E)** The expression levels of STING mRNA and protein were assessed using qPCR and Western blotting. **(F)** Western blotting was employed to examine the expression and phosphorylation levels of the P65 protein. Statistical significance: *P < 0.05, ***P < 0.001, #P < 0.0001.

Lastly, a Western Blot analysis of the key molecule (p65) protein in the NF-κB signaling pathway, critical for osteoclast differentiation, was performed. Results showed no difference in the total amount of the key NF-κB signaling molecule (p65) protein across different groups. However, phospho-protein (p-p65) expression significantly decreased under H-151 intervention and significantly increased under SR-717 intervention (**Figures 5D–F**). This indicates that regulation of the cGAS-STING pathway affects the phosphorylation status of the NF-κB signaling pathway, potentially representing one of the key mechanisms leading to changes in osteoclast differentiation and activity.

## 4 Discussion

Recent studies have highlighted a connection between the cGAS-STING pathway and the onset and progression of orthopedic diseases, such as osteoarthritis, spinal cord injury, and osteolysis (17–20). Additionally, research has discovered a significant role for the STING signaling pathway in bone formation, particularly in the context of autoimmune diseases, where deficiencies in STING significantly inhibit bone accumulation (21). This suggests the cGAS-STING pathway might also play a role in the fracture healing process. Initially, we prepared a fracture model in mice and performed transcriptomic sequencing analysis on callus tissues on days 7 and 21 post-surgery, identifying significant differences in the cGAS-STING pathway between early and late stages of fracture healing. Analysis revealed a higher expression of STING on day 7 than on day 21, suggesting that cGAS-STING activation primarily occurs in the early phase of fracture healing. This early activation may relate to the acute inflammatory response following fracture trauma. Further immunohistochemical analysis of STING at different post-surgery time points (days 3, 7, and 14) showed almost no STING expression in normal, untreated bone tissue, indicating very low levels of STING expression in healthy bone tissue. However, post-fracture model preparation, we noticed the appearance of STING-positive regions, suggesting the cGAS-STING pathway is stimulated by the fracture and participates in the healing process. Following a fracture, damaged bone and surrounding soft tissues rapidly initiate an inflammatory response, releasing a plethora of cytokines and chemokines that attract immune cells to the injury site (13, 22). The activation of the cGAS-STING pathway may be part of this response, aiding in the stimulation and regulation of the immune response to promote the clearance of the wound and early tissue rebuilding. By day 14 post-surgery, the decrease in STING expression levels reflects a possible transition from the inflammatory phase to the repair and rebuilding stages of fracture healing. At this stage, the inflammatory response diminishes, callus matures, and bone tissue begins to reconstruct and remodel (23, 24). The reduced activity of the cGAS-STING pathway may be due to decreased sensitivity to DNA damage and inflammation in the later stages of healing, with the body’s repair mechanisms beginning to dominate the healing process. This dynamic change suggests the regulation of the cGAS-STING pathway in fracture healing could be a potential therapeutic target.

To further understand the role of the cGAS-STING pathway in fracture healing, we conducted *in vivo* experiments using the STING inhibitor H-151 and the STING agonist SR-717. H-151 acts primarily as an antagonist of STING (stimulator of interferon genes), where palmitoylation of Cys91 is a key step in STING activation. H-151 inhibits activation by covalently binding to a specific site on the STING protein (Cys91) (25, 26). SR-717, a non-nucleotide STING agonist, works by mimicking the structure of STING’s natural agonist cGAMP, directly binding to STING, thus promoting its activation (27). The use of STING inhibitor H-151 and STING agonist SR-717 allowed us to simulate the regulatory effects of the cGAS-STING pathway in the early stages of fracture healing. Our results show that the cGAS-STING pathway not only primarily acts on osteoclasts but is also closely related to the NF-κB signaling pathway. To delve deeper into the impact of the cGAS-STING pathway on fracture healing, we quantitatively analyzed the bone structural parameters of mice using microCT on days 14 and 28 post-surgery. Compared to the PBS control group, we observed significant delays in fracture healing in the H-151 treated group, whereas fracture healing was notably faster in the SR-717 treated group. Furthermore, Safranin O-Fast Green staining analysis of the cartilage area revealed significant inhibition of chondrocyte formation post-H-151 treatment and significant promotion post-SR-717 treatment, reaffirming the promotive role of cGAS-STING pathway activation in mouse fracture healing. Lastly, TRAP staining showed that compared to the PBS control group, H-151 treatment significantly inhibited osteoclast generation, whereas SR-717 treatment significantly promoted it, further supporting the involvement of the cGAS-STING pathway in fracture healing primarily through mediating osteoclast generation.

Osteoclasts play a crucial role in the fracture healing process, primarily responsible for the resorption and degradation of bone tissue, creating the necessary space for new bone regeneration. The generation and differentiation of osteoclasts are regulated by the cytokines Macrophage Colony-Stimulating Factor (M-CSF) and NF-κB ligand receptor activator (RANKL). M-CSF drives monocyte proliferation and provides a macrophage fate determination signal while acting as a survival factor. RANKL drives differentiation, fusion, and further development into functional osteoclasts (28–30). Mature osteoclasts possess various morphological and functional characteristics, with TRAP, an enzyme secreted by osteoclasts during bone resorption, playing a key role (31, 32). TRAP aids in acidifying the bone surface, a necessary step for bone resorption (33). Compared to the control group, intervention with the STING inhibitor H-151 significantly inhibited the formation of multinucleated giant cells, whereas the STING agonist SR-717 intervention markedly promoted their formation. Mature multinucleated osteoclasts can form F-actin rings, one of the most iconic features of osteoclast differentiation (34). Compared to the control group, the number and area of F-actin rings significantly decreased post-H-151 intervention, indicating weakened osteoclast activity; conversely, SR-717 intervention significantly increased the number and area of F-actin rings, enhancing osteoclast activity. We also used bovine bone slices to validate the differences in mature osteoclast bone resorption function caused by intervening in the cGAS-STING pathway, observing a significant reduction in the number and area of bone pits post-H-151 intervention, whereas SR-717 intervention significantly increased them. This further confirms that activation of the cGAS-STING pathway promotes the bone resorption function of mature osteoclasts. Additionally, during the RANKL-induced differentiation of BMMs into osteoclasts, numerous osteoclast genes are expressed, their activity and expression levels determining the bone resorption capacity of osteoclasts. Activated T-cell nuclear factor c1 (NFATc1), a transcription factor, is a key regulator of osteoclast differentiation. NFATc1 is activated upon stimulation of osteoclast precursors by RANKL (nuclear factor κB ligand) and migrates to the nucleus to promote the expression of osteoclast-specific genes, including a variety of genes such as Tartrate-Resistant Acid Phosphatase (TRAP) and DC-STAMP (35, 36). CTSK, a lysosomal enzyme that operates in acidic environments, is one of the key enzymes osteoclasts use to degrade bone matrix (37). DC-STAMP, a cell surface protein, plays a crucial role in the multinucleation process of osteoclasts. c-Fos, one of the upstream regulators of NFATc1, works in conjunction with NFATc1 to promote osteoclast differentiation and activity (38). Molecular experiments have proven that activation of the cGAS-STING pathway promotes RANKL-mediated osteoclast generation and activation. Phosphorylation of the p65 subunit is a key step in the activation of the NF-κB signaling pathway (39), and we have also verified that post-cGAS-STING pathway treatment is related to the key pathway NF-kB signaling pathway involved in osteoclast formation.

We acknowledge that the mechanistic conclusions of this study rely primarily on pharmacologic modulation using H-151 and SR-717, and that these agents, while well-characterized, may have off-target effects. To mitigate this concern, we employed a multi-pronged approach combining transcriptomic analysis, immunohistochemistry, and *in vitro* validation, all of which yielded consistent results. The convergent evidence from both inhibitor and activator studies—showing opposite effects on osteoclastogenesis and fracture healing—further supports the specificity of our observations. Nevertheless, we recognize that genetic models such as STING knockout mice would provide more definitive causal evidence. Future studies incorporating STING-deficient animals will be valuable to validate and extend our findings.

Recent advances have established the cGAS-STING pathway as a critical regulator of skeletal homeostasis and pathology. A comprehensive review has systematically summarized its involvement in orthopedic conditions including osteoporosis, osteoarthritis, and delayed fracture healing, highlighting its central role in mediating sterile inflammation and bone remodeling (40). In the context of osteoclast biology, Guo et al. demonstrated that activated NETosis of bone marrow neutrophils promotes osteoclastogenesis via the cGAS-STING/AKT2 pathway, contributing to osteoporosis in ovariectomized mice (41). This finding directly supports our observation that STING activation enhances osteoclast differentiation and activity. Conversely, Song et al. discussed the role of STING signaling in inflammaging, suggesting that chronic STING activation may contribute to age-related bone loss (20). Regarding bone formation, Qiu et al. recently reported that RAD51 promotes osteogenic differentiation by suppressing cGAS-STING signaling, indicating that this pathway negatively regulates osteoblast differentiation. Furthermore, Li et al. demonstrated that TRIM30a coordinates neutrophil-macrophage crosstalk to resolve inflammation and drive osseointegration via suppressing the NETosis/cGAS-STING axis. Our findings extend this body of work by demonstrating, for the first time, the temporal dynamics of STING activation during fracture healing. Unlike chronic inflammatory conditions where sustained STING activation drives pathological bone loss, we observed that STING is transiently activated during the early inflammatory phase of fracture repair (days 3–7 post-fracture) and that this acute activation promotes osteoclast differentiation and accelerates bone healing. This pro-reparative role contrasts with the detrimental effects of STING in diseases such as osteoporosis and highlights the critical importance of temporal and microenvironmental factors in determining pathway outcomes. The convergence of evidence from both inhibitor and activator studies in our work further supports the specificity of STING-mediated regulation in this context.

In this study, the transcriptomic comparison was performed between callus tissues harvested at early (day 7) and late (day 21) stages of fracture healing, without including non−fractured bone as a baseline control. While this design allowed us to capture stage−specific gene expression dynamics during repair, it did not provide a direct comparison to the uninjured state. Nevertheless, immunohistochemical analysis revealed negligible STING expression in normal bone (**Figure 1C**), suggesting that the cGAS−STING pathway is largely inactive under basal conditions. Future investigations should incorporate uninjured bone tissue as a transcriptomic reference to more precisely delineate the activation kinetics and regulatory networks of the cGAS−STING pathway throughout fracture healing.

In summary, our study identifies a previously unrecognized role of the cGAS-STING pathway in the early inflammatory phase of fracture healing, where its activation promotes osteoclastogenesis and accelerates bone repair. These findings not only extend the current understanding of cGAS-STING function beyond pathological inflammation but also highlight its therapeutic potential in bone regeneration by targeting stage-specific mechanisms (**Figure 6**). This provides significant evidence for the development of related therapeutic drugs, offering theoretical bases and clinical guidance for promoting fracture healing and the development of new treatment strategies.

**Figure 6:**
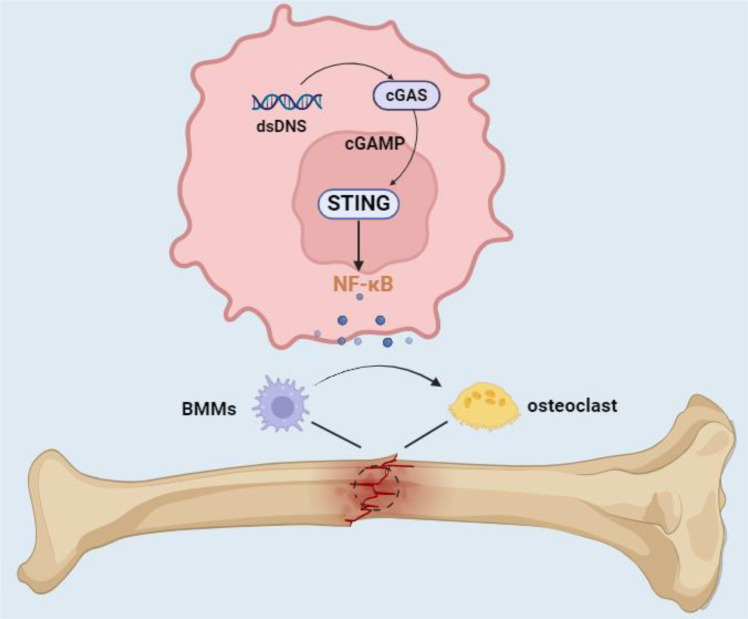
This study provided a schematic of the potential role of the cGAS-STING pathway in early fracture healing.

## Data Availability

RNA-seq data are available at GEO accession numbers GSE308052. All data generated or analyzed during this study are included in this published article. The more detailed data that support the findings of this study are available on request from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

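Callus RNA taken on day 7 after femoral fracture from mice given H-151, SR-717 or PBS was sequenced, with 3 libraries in each of 3 groups. Each library was assigned to its group and replicate number from the sample labels and the paper's description of the treatments. Day 7 was assumed for the PBS libraries, since the paper gives it for the sequenced H-151 and SR-717 samples. Sequencing and the steps up to the deposited table were carried out by a service company for the authors. The authors deposited expected counts per gene, without normalization, and the paper's text does not name the aligner, the counting program, the annotation or the genome build behind them. The TPM values in the same table were computed by the authors, scaled for gene length and so that each library sums to a fixed total. The table holds 22054 genes, of which 3168 have a count that is not whole in at least 1 library, and the KEGG pathways of 9177 genes. All of its columns of per-sample values were read. Whether the authors' counting used the strand of the reads is not stated, so counts of overlapping and antisense genes and of near-identical copies are uncertain.

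Expected counts were rounded to whole numbers. The design set before the data were examined assumed counts, and the rounding was the only change it needed. Differential expression was tested with edgeR 4.0.16 in R 4.3.3: filterByExpr with its defaults (a count of 10 in a library of median size and a total of 15), TMM normalization, glmQLFit and glmQLFTest, on the 6 libraries of the 2 groups compared and without covariates. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. The paper states thresholds of 0.05 for p and 1.5 for the fold change without saying whether p was adjusted. Genes were counted at these thresholds with p taken as unadjusted, called the paper's thresholds in the text, and at a Benjamini-Hochberg adjusted p under 0.05. The paper names the DESeq method for this step, and DESeq2 1.42.0 was run as an alternative. Its statistics section names an unpaired test for the whole paper and does not give the ranking or the permutations of the GSEA.

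KEGG enrichment used a one-sided Fisher's exact test over pathways with at least 5 tested members, with the tested genes that carry a pathway annotation as background. GSEA scores were computed with fgsea 1.28.0 at weight 1 on a signal-to-noise ranking of CPM in which each SD was set to at least 0.2 of its mean. Set tests used camera from limma 3.58.1 on log2 CPM with a prior count of 2. Besides the 3 KEGG pathways, lists of 30 interferon response genes (29 found in the table) and 17 osteoclast marker genes, and marker lists of 10 cell types or tissues, were written down before the data were examined. The level of a set in a library is the mean log2 CPM of its genes. Levels were compared by two-sided exact permutation tests, whose smallest p is 0.1 with 3 libraries against 3. Correlations across libraries were tested by exact permutation of the pairings.

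Genes named in the text were chosen by a rule set before the data were examined: the genes of the cGAS-STING and NF-κB pathways and of osteoclasts that the paper names, members of the 3 KEGG pathways past the thresholds, the 3 genes with the largest change in each direction among genes past the thresholds whose groups do not overlap, and up to 5 genes with the smallest p among those at an adjusted p under 0.05. A gene outside this rule is said to have been chosen after its values were seen. Gene positions come from the GENCODE annotation of GRCm38, matched by Ensembl identifier, and the build used by the authors is not known. The pairing of libraries comes from the replicate numbers in the sample labels, and the labels do not say what the numbers stand for.

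A library held between 16987398 and 23272480 counts. The common biological coefficient of variation between the SR-717 and H-151 libraries was 0.336, and 0.210 without SR-717 replicate 1. In simulated counts with the means, library sizes and dispersions of the SR-717 and H-151 libraries, edgeR recovered 135 of 200 genes changed 4-fold (67.5%) and 0 of 200 genes changed 2-fold at an adjusted p under 0.05. With the dispersions estimated without SR-717 replicate 1, it recovered 177 (88.5%) and 87 (43.5%). In these simulations 4.40% to 4.88% of unchanged genes had an unadjusted p under 0.05 in edgeR's test.

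Alternatives were DESeq2 size factors in edgeR, DESeq2's Wald test, no filter on low counts, a mean count of at least 50, all 9 libraries in 1 fit, the replicate number as a block, each library left out in turn, a 2-fold threshold, rankings of the genes by log2 fold change or signed -log10 p, an inter-gene correlation estimated from the residuals and a background of all tested genes. Sequencing of day 7 and day 21 calluses without treatment, histology, micro-CT and cell culture experiments are not analysed here.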

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

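The marker gene lists of 10 cell types or tissues were fixed before the data were examined. The tests of library size, of the share of the highest genes, of the cell mix and of both explanations for the keratinocyte level were chosen only after the result was seen. Each treated library was compared with the highest of the 3 PBS libraries for each list, which made 60 differences, and 5 of them were at least 1 on the log2 scale. The paper does not report on these genes in its sequencing data.

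The level of the keratinocyte markers was above the highest PBS library by 1.05 in H-151 replicate 1, 1.53 in SR-717 replicate 1 and 1.45 in SR-717 replicate 3. Its levels were 1.28, -0.10 and 0.50 in the H-151 group, 1.76, 0.53 and 1.68 in the SR-717 group and -0.11, 0.23 and 0.18 in the PBS group. Each SR-717 library was above each PBS library, with a mean difference of 1.22 (p = 0.1, two-sided exact permutation test, the smallest it can give; adjusted p = 0.973 over 45 tests). Between libraries of the same number, SR-717 exceeded PBS by 1.87, 0.30 and 1.50 and exceeded H-151 by 0.48, 0.64 and 1.19. The test of a response to SR-717 asked whether all 3 SR-717 libraries lay above the other 6, without regard to the replicate numbers. The lowest SR-717 library minus the highest of the other 6, H-151 replicate 1, was -0.74, which rests on that H-151 library and leaves a response to SR-717 open. A candidate explanation is skin or hair follicle in the dissected tissue. The 57 genes of keratin-associated proteins, which hair follicles express, had a summed level on the log2 scale of 3.15, 0.07 and 0.08 in the H-151 group and 3.75, 1.31 and 4.97 in the SR-717 group, and a count of 0 in each PBS library. Over the 9 libraries this level followed the keratinocyte level with a Pearson r of 0.95 (exact permutation p = 7.4e-04, adjusted 1.5e-03) and a Spearman rho of 0.90 (p = 2.4e-03, adjusted 4.8e-03, same exact test), in a family of 2 relations. Without the 2 libraries farthest from the median, SR-717 replicates 1 and 3, r was 0.90. The 7 genes at an adjusted p under 0.05 in SR-717 against PBS with DESeq2 and no filter on low counts, a setting chosen after the data were seen, were Krt25, Krt27, Krt71, Krtap15, Krtap7-1, Krtap8-1 and Tchh, which are keratin, keratin-associated protein and trichohyalin genes. Their adjusted p-values there were 2.2e-03 to 0.0472, each was under 0.05 in 1 fit, and the highest over their fits was 1.000. Reads shared between members of this gene family were not tested, and the labels give no batch or date of dissection.

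SR-717 replicate 1 was above the highest PBS library by 2.08 for neutrophil markers and by 1.16 for T cell markers. The same library lay apart from the other 8 in the principal components. Its total of 20743016 counts lay within the range of the others, its 20 highest genes took 16.1% of its counts, the lowest share of the 9 libraries, and its deviation correlated across genes with GC content at a Spearman rho of -0.29 and with transcript length at 0.11, both under the 0.3 that had been set as the mark; genes are not independent replicates in these correlations. These values go against library size, a few dominant genes and gene length as the source, and the value for GC content is close to the mark. If the library had answered to SR-717 as the other SR-717 libraries did, its difference from the H-151 mean would have correlated with theirs from the PBS mean, and r across genes was -0.31. The PBS mean in that test includes PBS replicate 1, and the difference of SR-717 replicate 1 from the H-151 mean correlated with PBS replicate 1 minus the other PBS libraries at 0.66.

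A candidate explanation for this library is another mix of cells in the dissected tissue: in 6 of the 10 marker lists it lay outside the range of the other 8 libraries. Its levels were 3.13 for chondrocytes (others 5.57 to 8.50), 7.35 for osteoblasts (7.79 to 9.21), 9.47 for neutrophils (4.79 to 7.82), 7.10 for macrophages (5.83 to 6.50), 2.39 for T cells (0.38 to 1.23) and 1.76 for keratinocytes (-0.11 to 1.68). The count of lists at an extreme was 5 for PBS replicate 3 and 3 each for PBS replicate 1 and H-151 replicate 2, so a count of this kind also arises in other libraries. Smaller differences in the same direction were also seen in the other SR-717 libraries for chondrocytes, macrophages and neutrophils, except for neutrophils in replicate 2 against H-151. For osteoblasts SR-717 replicate 2 went the other way, at 0.54 from H-151 and 0.36 from PBS of the same number. Replicate 1 was at -1.11 and -0.45 and replicate 3 at -0.29 and -0.56. Between libraries of the same number, the chondrocyte level in SR-717 minus that in H-151 was -4.91, -0.41 and -0.50, and minus that in PBS -2.44, -0.74 and -1.33. The macrophage level differed by 0.68, 0.23 and 0.18 from H-151 and by 0.61, 0.16 and 0.39 from PBS, and the neutrophil level by 1.66, -0.30 and 0.81 from H-151 and by 2.08, 0.29 and 1.93 from PBS. With SR-717 replicate 1 left out, the chondrocyte markers were still lower than in H-151 (mean log2 difference -0.57, 1 of 16 genes up, unadjusted p of 1.6e-04 in limma's camera test), and against PBS the difference was -0.12 with 9 of 16 genes up (0.420 in the same test). In the same fits the neutrophil markers were at -0.09 against H-151 (4 of 12 up) and 0.63 against PBS (11 of 12 up). The macrophage markers were at 0.09 (7 of 10 up) and 0.12 (8 of 10 up). The osteoblast markers were higher, at 0.17 (12 of 13 up) and 0.25 (13 of 13 up). So were the skeletal muscle markers, at 0.46 and 1.10, with 16 of 16 up in each. Their unadjusted p-values in limma's camera test, 6.0e-10 and 4.6e-11, were the smallest of the marker lists in these fits. With all 6 libraries these muscle markers were at 0.05 and 0.69, and PBS replicate 3 was their lowest library at 8.23. The exact permutation tests of the levels between groups, which ignore the replicate numbers, had adjusted p-values of at least 0.973. Between same-numbered libraries, H-151 exceeded PBS in each pair for adipocytes (1.64, 0.83 and 1.55) and erythroid cells (4.52, 0.42 and 2.26). The same held for B cells (2.47, 0.21 and 0.86) and neutrophils (0.42, 0.59 and 1.11). The other marker lists differed in sign between these pairs. A shift shared by the SR-717 group, which the treatment could have caused, and one that arose by chance in the dissection cannot be told apart with these libraries. A mislabelled sample also remains open: 4 genes of the Y chromosome summed to 143 CPM (42.7 to 177 over the 9 libraries), as in a male mouse, and all mice were male, so a swap between mice would not show. So does a batch that follows the replicate number. Replicate 1 was the highest of its group on the first principal component (100.6 in SR-717, 38.8 in PBS and -4.03 in H-151). The same held for the levels of the 3 KEGG pathways and the interferon response. Deviations of SR-717 replicate 1 correlated with those of PBS replicate 1 at 0.65 and H-151 replicate 1 at 0.34. The chondrocyte level of H-151 replicate 1, 8.04, lay between those of the other H-151 libraries.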

How the results depend on the processing

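The alternatives were set before the data were examined, apart from DESeq2's Wald test with no filter on low counts, DESeq2 for the pathway lists, the enrichment scores from TPM, with the block or without immunoglobulin genes, which were chosen only after the data were seen. The expected counts were given, so the alternatives planned for a table without counts, such as a pseudocount on the log scale, were not run. Over the results named in the design, the alternatives other than leaving out a library left 140 values on the same side: 29 moved, 20 became weaker and 5 stronger. With 1 library left out, 115 stayed on the same side, 20 moved, 17 became weaker, 11 became stronger and 17 reversed. The cause was not tested for any change reported here unless a value is given with it.

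For SR-717 against H-151, 52 genes were higher and 55 lower at the paper's thresholds. A 2-fold threshold gave 30 lower genes and a mean count of at least 50 gave 24. DESeq2's Wald test gave 147 higher genes, no filter on low counts 123 higher and 100 lower, all 9 libraries in the fit 109 higher and the replicate block 88 higher. DESeq2 with no filter gave 205 higher and 88 lower. The numbers were 19 to 544 higher and 36 to 170 lower across the 6 fits that each left out a library. At an adjusted p under 0.05 edgeR gave 0 genes in each of these fits, with 146 at an unadjusted p under 0.05 when all 6 libraries were used, and DESeq2 gave 1 gene with the filter and 1 without it. The cause was not tested.

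The list of higher genes held 3 genes of osteoclast differentiation, 4 of NF-κB signaling and 0 of cytosolic DNA-sensing. DESeq2 gave 5 genes of NF-κB signaling, of which Ccl19 and Prkcb were among the 4, and 4 of cytosolic DNA-sensing. The adjusted p of NF-κB signaling in the exact test rose from 0.0220 to 0.166 with DESeq2, and that of cytosolic DNA-sensing was 0.0480. No filter on low counts gave 3 genes of cytosolic DNA-sensing, a mean count of at least 50 gave 3 of NF-κB signaling, and all 9 libraries in the fit gave 5 of NF-κB signaling and 3 of cytosolic DNA-sensing. The replicate block gave 1, 3 and 2 genes, and DESeq2 with no filter gave 6, 7 and 4. Leaving out a library gave 0 to 17, 0 to 27 and 0 to 8 genes. Over 15 fits the adjusted p of the exact test ran from 6.1e-04 to 1 for osteoclast differentiation (2 fits under 0.05), from 1.2e-10 to 1 for NF-κB signaling (6 fits) and from 5.8e-05 to 1 for cytosolic DNA-sensing (4 fits). The cause was not tested.

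The enrichment scores of 0.50, 0.64 and 0.55 were positive under each alternative that used all 6 libraries, and ranged from -0.27 to 0.54, -0.21 to 0.65 and 0.17 to 0.56 across the fits that left out a library. The lowest score of each set was the fit without SR-717 replicate 1. In limma's camera test the same fit gave the highest p of osteoclast differentiation (from 3.5e-07 to 0.617 across the fits that left out a library), NF-κB signaling (1.9e-10 to 0.459), cytosolic DNA-sensing (1.6e-04 to 0.455) and the interferon response (2.4e-09 to 0.0789). For the osteoclast markers p ran from 1.6e-04 to 0.959. These markers were higher in SR-717 without SR-717 replicate 1 (mean log2 difference 0.22, 15 of 17 up) and without H-151 replicate 3 (0.22, 16 of 17 up), the 2 fits with the lowest p, against 0.03 and 12 of 17 with all 6 libraries. The mean difference was -0.07 without SR-717 replicate 2 (9 of 17 up) and -0.07 without SR-717 replicate 3 (6 of 17 up). It was -0.04 without H-151 replicate 1 (11 of 17 up) and -0.09 without H-151 replicate 2 (7 of 17 up). Without SR-717 replicate 1 the direction of osteoclast differentiation and of the interferon response became lower. With the inter-gene correlation estimated from the residuals, p was 0.359, 0.232 and 0.210 for the 3 KEGG pathways and 0.415 for the interferon response.

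For SR-717 against PBS, 73 genes passed the paper's thresholds. The number was 41 with a 2-fold threshold, 138 with DESeq2, 194 with no filter, 37 with a mean count of at least 50, 176 with all 9 libraries, 443 with the replicate block, 223 with DESeq2 and no filter, and 95 to 319 with a library left out. At an adjusted p under 0.05 there were 0 genes in edgeR's test (97 at an unadjusted p under 0.05) and 7 with DESeq2 and no filter, each a keratin, keratin-associated protein or trichohyalin gene. In camera, the estimated correlation gave 0.551, 0.351 and 0.367 for the KEGG pathways and 0.324 for the osteoclast markers, no filter gave 0.107 for cytosolic DNA-sensing and the block gave 0.0439 for the interferon response. Leaving out a library gave 2.5e-05 to 0.4804 for osteoclast differentiation, 2.0e-08 to 0.248 for NF-κB signaling, 3.7e-03 to 0.448 for cytosolic DNA-sensing, 9.8e-06 to 0.335 for the interferon response and 3.9e-03 to 0.581 for the osteoclast markers. Directions are not the same across these ranges. The lowest p of the interferon response belongs to a decrease, without SR-717 replicate 1 (mean log2 difference -0.43, 1 of 28 up), and it was also lower without PBS replicate 3 (-0.18, 6 of 28 up), against an increase of 0.24 with all 6 libraries. Without SR-717 replicate 1 the 3 KEGG pathways were lower as well and the osteoclast markers higher. The cause was not tested.

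For H-151 against PBS, 60 genes passed the thresholds. The number was 33 with a 2-fold threshold, 127 with no filter, 28 with a mean count of at least 50, 262 with the block, 119 with DESeq2 and no filter, and 43 to 698 with a library left out. In camera, the estimated correlation gave 0.444 for osteoclast differentiation, 0.465 for NF-κB signaling, 0.423 for the interferon response and 0.232 for the osteoclast markers. No filter gave 0.961 for NF-κB signaling and 0.0404 for cytosolic DNA-sensing, all 9 libraries gave 0.0899 for NF-κB signaling, and the block gave 0.0145 for cytosolic DNA-sensing. Leaving out a library gave 6.5e-06 to 0.187 for osteoclast differentiation, 8.4e-07 to 0.601 for NF-κB signaling, 3.6e-03 to 0.542 for cytosolic DNA-sensing and 1.5e-17 to 0.281 for the interferon response. Without PBS replicate 1 the direction of these 4 sets reversed to higher in H-151, with mean log2 differences of 0.11, 0.17, 0.08 and 0.11 and p of 0.0725, 0.116, 0.542 and 0.281. The osteoclast markers were lower in each of these fits, with a camera p from 3.0e-12 to 0.0416. Their levels overlapped between the groups (p = 0.4, two-sided exact permutation test), with H-151 replicate 3 at 6.89 and the PBS libraries at 6.54 to 6.75. The cause was not tested.

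Of 345 values of 27 single genes under the alternatives, 330 kept their direction and their side of the threshold and 15 reversed, in 9 genes and only where a library was left out. Their log2 fold changes then ranged from -0.28 to 0.30 for Cgas, -0.0794 to 0.58 for Nfkb1, -0.18 to 0.82 for Fos, -0.11 to 0.44 for Ctsk, -0.0651 to 0.56 for Dcstamp, -0.22 to 0.30 for Acp5, -0.0269 to 0.10 for Nfatc1, -0.37 to 1.65 for Tnfsf11 and -0.16 to 0.0156 for Akt2. A kept direction does not mean a kept size. Sting1 ranged from 2.0e-03 to 0.71, Tbk1 from 4.9e-03 to 0.66 and Rela from 0.0217 to 0.53, while Irf3 stayed between 0.12 and 0.22. None of the 27 genes had an adjusted p under 0.05 in any fit, so the side of the threshold says little about stability. The difference in neutrophil marker level between SR-717 and H-151 was 0.72 with all 6 libraries and ranged from -0.0787 to 1.30 in the same way. The cause was not tested.

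In simulated counts with the spread of these 6 libraries, edgeR called 0 of 200 genes changed 2-fold and 135 of 200 changed 4-fold at an adjusted p under 0.05. DESeq2 called 52 and 172 of them, together with 49 and 67 genes that had not been changed. At the paper's thresholds edgeR found 145 of the 200 genes changed 2-fold and 192 of the 200 changed 4-fold. With the spread left without SR-717 replicate 1, edgeR called 87 of the 200 genes changed 2-fold. The simulation drew genes independently, with the same dispersion in all 6 libraries, so it holds no outlying library. In it 4.54% of unchanged genes had an unadjusted p under 0.05 in edgeR's test, against 1.03% of tested genes in the real comparison. These counts therefore show what edgeR can detect in the simulated setting and only roughly in these libraries.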

Differences from the paper's values

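The paper counts 228 genes with higher expression in the SR-717 group, and 52 were found here. Of the alternatives set before the data were examined, leaving out SR-717 replicate 2 gave 214, within 1.5 times the paper's count. The others gave counts outside 1.5 times the paper's, in either direction: 39 with a 2-fold threshold, 57 with DESeq2 size factors, 147 with DESeq2's Wald test, 123 with no filter on low counts, 37 with a mean count of at least 50, 109 with all 9 libraries in the fit, 88 with the replicate block, 71 without SR-717 replicate 1, 544 without SR-717 replicate 3, and 58, 19 and 55 without H-151 replicates 1, 2 and 3. A setting chosen after seeing the values, DESeq2's Wald test with no filter on low counts, gave 205.

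The paper counts 120 genes with lower expression, and 55 were found here. Of the alternatives set before the data were examined, no filter on low counts gave 100, and leaving out SR-717 replicate 2, SR-717 replicate 3 or H-151 replicate 3 gave 170, 117 and 98, each within 1.5 times the paper's count. The others gave 24 to 79 genes. DESeq2's Wald test with no filter on low counts, chosen after seeing the values, gave 88.

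Among the higher genes, the paper's Fig. 2B shows about 8 genes of osteoclast differentiation, read by eye, and 3 were found here. Leaving out SR-717 replicate 2 gave 9, and the other alternatives set before the data were examined did not come within 1.5 times the paper's number. With DESeq2's Wald test and no filter on low counts, chosen after seeing the values, there were 6.

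For NF-κB signaling the paper's Fig. 2B shows about 7 genes, read by eye, and 4 were found here. No filter on low counts gave 6 and all 9 libraries in the fit gave 5, and the other alternatives set before the data were examined did not close the gap. DESeq2's Wald test gave 5 genes with the filter and 7 without it, both chosen for this result after seeing the values. A count closer to the paper's did not bring a lower p. In the exact test the adjusted p was 0.0220 in the main fit, 0.0238 with no filter and 0.0736 with all 9 libraries. With DESeq2 it was 0.166 with the filter and 0.144 without it.

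For cytosolic DNA-sensing the paper's Fig. 2B shows about 4 genes, read by eye, and 0 were found here, where 146 genes had an unadjusted p under 0.05. No filter on low counts gave 3 and all 9 libraries in the fit gave 3, and the other alternatives set before the data were examined did not close the gap. DESeq2's Wald test gave 4 genes both with the filter and without it, chosen for this result after seeing the values.

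The enrichment score of NF-κB signaling is about 0.41 in the paper's Fig. 2C, read by eye, and was 0.64 here. Of the alternatives set before the data were examined, no filter on low counts gave 0.33, leaving out H-151 replicate 3 gave 0.55 and leaving out SR-717 replicate 2 gave 0.61, which are within 1.5 times the paper's score. The last of these is just inside that limit and leaves most of the gap, and it is close to scores just outside it, 0.62 without H-151 replicate 2 and 0.63 without SR-717 replicate 3. The remaining alternatives were also outside the limit. The TPM values with no filter gave 0.31, within the same limit and chosen after seeing the values. Of the 230 annotated members of this set, 113 are immunoglobulin heavy chain variable genes. With no filter the set grew from 109 to 191 genes. Leaving these variable genes out, also chosen after seeing the values, gave 0.59 with 116 genes, within the limit. Most of the drop from 0.64 to 0.33 therefore came with these genes.

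The paper describes its counted genes as significant and does not say whether p was adjusted. At an adjusted p under 0.05, 0 genes were found here in edgeR's test, and 146 had an unadjusted p under 0.05.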

Other observations

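The test for a batch that follows the replicate number was chosen only after the result was seen. The remaining tests below were set out before their results. Genes named here were chosen after their values were seen.

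The paper gives no sequencing comparison with the PBS group. In edgeR's test of SR-717 against PBS, 38 genes were higher and 35 lower at the paper's thresholds, with 97 genes at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. H-151 against PBS gave 37 higher and 23 lower genes, with 91 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. With the replicate number as a block, 443 and 262 genes passed the thresholds, with 0 at an adjusted p under 0.05 in either comparison. Of these, 342 were higher and 101 lower for SR-717 against PBS, and 201 higher and 61 lower for H-151 against PBS. Same-numbered libraries deviated together with a mean r of 0.38 in SR-717 and PBS, where 2 of the 6 ways to pair them gave a value as high. The mean r was 0.43 in H-151 and PBS, where 1 of the 6 did.

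In limma's camera test of SR-717 against PBS, NF-κB signaling was higher by a mean log2 difference of 0.37 with 91 of 108 genes up (adjusted p = 6.9e-05 over 15 set tests), osteoclast differentiation by 0.22 with 82 of 118 up (0.0175), cytosolic DNA-sensing by 0.25 with 33 of 46 up (0.0513) and the interferon response by 0.24 with 21 of 28 up (0.224). The osteoclast markers were lower, at -0.13 with 4 of 17 up (0.0357). For H-151 against PBS each set was lower: osteoclast differentiation at -0.09 (adjusted p = 0.0141), NF-κB signaling at -0.06 (0.0195), cytosolic DNA-sensing at -0.12 (0.0642), the interferon response at -0.31 with 2 of 28 up (3.7e-04) and the osteoclast markers at -0.16 with 2 of 17 up (1.5e-04). Without PBS replicate 1 the first 4 of these sets were higher in H-151, by 0.11, 0.17, 0.08 and 0.11. Without SR-717 replicate 1 the first 4 sets of the comparison of SR-717 with PBS were lower in SR-717, by -0.03, -0.12, -0.08 and -0.43. That fit keeps PBS replicate 1, their highest PBS library. Between same-numbered libraries SR-717 exceeded PBS by 0.83, 0.04 and 0.30 for NF-κB signaling and 0.50, 0.11 and 0.03 for osteoclast differentiation. The differences were 0.52, 0.19 and 0.09 for cytosolic DNA-sensing and 0.75, -0.21 and 0.17 for the interferon response. Unadjusted camera p with the block was 1.9e-08, 4.5e-05, 2.2e-03 and 0.0439 for these sets. What the replicate numbers stand for is not known. The difference between the effects of the 2 treatments is the comparison of SR-717 with H-151. In it the interferon response was higher by 0.54 with 26 of 28 up (adjusted p = 1.5e-04). Its level was 5.46, 3.66 and 3.23 in the SR-717 libraries and 4.09, 3.26 and 3.36 in the H-151 libraries. Without SR-717 replicate 1 its direction was lower, with a camera p of 0.0789.

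The 6 libraries of a comparison can be split 3 against 3 in 10 ways, of which 4, the real one included, part all 3 same-numbered pairs as the treatments do; the other 6 part 1 pair. A design of this size cannot give a share under 0.05. In each of the 3 comparisons, 4 of the 4 splits and 10 of the 10 gave at least as many genes past the paper's thresholds as the real split. The same numbers, 4 of 4 and 10 of 10, hold for genes at an adjusted p under 0.05, but there they were fixed in advance and show nothing, since the real split gave 0 such genes (146, 97 and 91 at an unadjusted p under 0.05 for SR-717 and H-151, SR-717 and PBS, and H-151 and PBS). The real split of SR-717 and H-151 gave 107 genes and the other splits 137 to 977; for SR-717 and PBS it gave 73 and the others 74 to 1951; for H-151 and PBS it gave 60 and the others 83 to 1617. The enrichment score of osteoclast differentiation was reached in size by 3 of the 4 splits (8 of 10), that of NF-κB signaling by 1 of 4 (1 of 10) and that of cytosolic DNA-sensing by 1 of 4 (1 of 10). A camera p as small was given by 1 of 4 splits for osteoclast differentiation (6 of 10), 1 of 4 for NF-κB signaling (1 of 10), 1 of 4 for cytosolic DNA-sensing (1 of 10), 1 of 4 for the interferon response (5 of 10) and 4 of 4 for the osteoclast markers (9 of 10).

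The level of NF-κB signaling may follow the amount of neutrophil RNA in a library. Over the 9 libraries it correlated with the level of the neutrophil markers at a Pearson r of 0.86 (exact permutation p = 2.9e-03, adjusted 2.9e-03) and a Spearman rho of 0.83 (p = 8.3e-03, adjusted 8.3e-03, same exact test), in a family of 2 relations, and the 2 lists share 0 genes. Without the 2 libraries farthest from the median, PBS replicate 3 and SR-717 replicate 1, r was 0.55. Other cell lists were not tested in this way. The macrophage and NF-κB levels were both highest in SR-717 replicate 1 (7.10 and 5.22), then PBS replicate 1 (6.50 and 4.39). Both were lowest in PBS replicate 3 (5.83 and 3.54), so the relation does not single out neutrophils. Neutrophils in the tissue and a change of NF-κB genes within other cells cannot be separated in these RNA levels, and the neutrophil level itself was 7.87 ± 1.43 (SD, n = 3) in the SR-717 group, 7.14 ± 1.08 (SD, n = 3) in the H-151 group and 6.44 ± 1.44 (SD, n = 3) in the PBS group (p = 0.6 for SR-717 against H-151 and 0.4 for SR-717 against PBS, two-sided exact permutation tests whose smallest p is 0.1; adjusted p = 0.973 for each).

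The KEGG set of osteoclast differentiation scored higher in SR-717 than in H-151, while the list of 17 osteoclast markers had an enrichment score of 0.34 (p = 0.457 in the permutation against random gene sets). One hypothesis was that the score rests on members shared with the NF-κB, TNF or cytosolic DNA-sensing pathways. The 66 members not shared scored 0.55 and the 54 shared ones 0.46, which goes against it. The 70 genes at the leading edge of the set included 1 of its 7 members that are osteoclast markers.

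A batch that follows the replicate number was tested through the 36 ways to pair the numbers of the 3 groups: 2 of them (5.56%), the real one included, gave a mean correlation as high as 0.32, which is not within the highest 5% that had been set as the mark. The labels do not say what the numbers stand for, and with so few pairings a shared batch is not excluded.

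In DESeq2's Wald test Myh8 was higher in SR-717 than in H-151, with a log2 fold change of 0.98 (adjusted p = 7.4e-11; 7.4e-11 to 1.000 over 14 fits, under 0.05 in 2). Its SR-717 libraries had 79.1, 75.7 and 81.9 CPM, its H-151 libraries 42.6, 37.0 and 40.7 and its PBS libraries 61.4, 52.1 and 18.997. Myh8 encodes a myosin of skeletal muscle. The level of the skeletal muscle markers was 9.25, 10.33 and 10.61 in the SR-717 libraries. It was 9.63, 10.28 and 10.11 in the H-151 libraries, so it overlapped between these groups where Myh8 did not. Muscle in the dissected tissue was not tested as a source of the Myh8 difference. In SR-717 replicate 1, Il1b was at 1350.5 CPM (4.16 to 192.5 in the other libraries) and Col2a1 at 50.2 CPM (858 to 10567). Ifnb1 had a count of 0 in each of the 9 libraries.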
